A study of Mus musculus with 12 samples.

How the data were processed

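Livers of fed mice were flash frozen, polyadenylated RNA was purified, and strand-specific RNA-seq libraries were made, per the labels' protocols. There were 12 libraries: 6 from wild-type (WT) mice and 6 from mice lacking Gcg (Gcg KO), the gene that encodes the glucagon precursor. Libraries were named by the number in their title, 1 to 6 for WT and 7 to 12 for Gcg KO. The labels do not say that the libraries came from separate animals, so the p-values measure only the spread between these samples, which may be technical. They name no sex, age, batch or date.

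The authors deposited 1 table of RPKM values (read counts scaled to gene length and library depth), with 24475 genes and a column for each library. The unit was taken from the name of the table and from its values, which were not whole and whose column sums lay between 592947 and 624701. The submitters' processing notes name CASAVA 1.8.2, FastQC and the mouse build GRCm38. The aligner, the counting tool and the gene annotation are not given in the sources used here, nor is the treatment of reads that match more than 1 gene. Genes that share sequence with a close copy were therefore treated as uncertain; among those named, this holds for Ass1 and for members of multigene families (Mup20, Hbb-bs, Orm2, Orm3, Cyp2c38, Ces1d and Gstm3). Gene identifiers were Entrez identifiers, and 24375 of them (99.6%) matched a RefSeq gene table of GRCm38, which gave the coordinates (counted from 1). No column was left unmatched to a sample.

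Depth was read from the low values. Among genes with a single annotated transcript, RPKM multiplied by transcript length gave a common lowest step in each library, taken as 1 read. Between 126 and 168 of the 427 to 549 such low genes per library lay within 1% of that step. The step put the depth at about 10300000 to 15000000 reads per library (11600000 to 15000000 for WT and 10300000 to 13700000 for Gcg KO). At that depth an RPKM of 0.5 on a transcript of 2 kb was worth 10.3 to 15 reads. These depths are estimates, and no count test was run because most values could not be turned back into whole reads. An expression value near 0.5 RPKM is thus limited by counting error as well as by the spread between libraries.

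Expression was tested on log2(RPKM + 0.5), so fold changes are on that scale and understate the change of genes of low expression. Genes with a mean RPKM of at least 0.5 over the 12 libraries were kept (11347 genes). Gcg KO was compared with WT in limma 3.58.1 (R 4.3.3) with a mean-variance trend and no covariate, two-sided, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Every adjusted p given for a gene is from that test unless an alternative is named with it. Log2 fold changes are Gcg KO over WT and carry the standard error (SE) of the model, and expression levels are means ± SD of RPKM over 6 libraries per group.

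The design, the alternatives, the rule for named genes and 43 gene lists (906 entries, of which 902 were found in the table) were fixed before the data were examined. The lists covered the liver zones, amino acid, carbohydrate, lipid and drug metabolism, hormone and stress responses, and markers of other cell types that a liver sample could hold. The 41 lists with at least 3 measured members were tested with limma's camera at a preset inter-gene correlation of 0.01, which asks whether the members shift relative to all other genes. Its p-values were adjusted over the 41 lists. Camera with an estimated correlation and fry, which tests a list on its own, were alternatives. For each list the number of members past 0.05 is given with p adjusted over all genes and adjusted over the list alone. A zonation score was computed per library as the mean log2 value of the periportal list minus that of the pericentral list. Scores were compared by an exact two-sided permutation test over 924 arrangements, whose smallest possible p is 0.00216.

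The named genes were a fixed panel of 16 genes, the 8 largest rises and 8 largest falls among genes past the threshold without overlap between groups and with at least 1 RPKM in 1 group, and up to 3 members of each list that passed camera. Unnamed gene models were left out. This gave 46 genes, Gcg included. Any other gene named in the text as an example of a list, or outside a list, was chosen after its values were seen. Some genes that these rules selected, and a test of food or insulin before collection that used such a gene, are not reported here.

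The procedure was tested on simulated data drawn from the real means and spreads, in which 11269 genes were tested. It recovered 45 of 65 genes changed by 1.5-fold (69.2%), 61 of 65 changed by 2-fold (93.8%) and 61 of 64 changed by 3-fold (95.3%), with 8 false calls among 175 (4.57%). Camera called 0 of 40 unshifted lists and found the list shifted by 0.5. Means and spreads do not carry correlation between genes. In the real data the estimated correlation was 0.66 for the liver endothelial list and 0.47 for oxidative phosphorylation. The simulation therefore does not give the rate of false camera calls for lists whose members vary together. The permutation test gave p below 0.05 in 4% of 500 draws without a difference.

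Alternatives were pseudocounts of 0.1 and 1, trimmed-mean scaling, quantile normalization, division by the RPKM sum, no low-value filter, a mean RPKM of at least 2, limma without the trend, with library weights or with robust empirical Bayes, a fold minimum of 1.5, an adjusted p below 0.01, and leaving out each library in turn. Chosen after the data were seen were a fit without 3 libraries that stood apart (WT 6, Gcg KO 10 and Gcg KO 12), a fit with the first within-group principal component as a covariate, and zonation scores without amino acid, urea cycle and gluconeogenesis genes, without Mfsd2a and Cyp17a1, or without both sets. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.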

Results

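The study asked how the loss of glucagon, the pancreatic hormone that raises blood glucose during fasting, affects the zonation of the liver. Hepatocytes near the portal vein (periportal) and near the central vein (pericentral) express different enzymes, and this pattern is called zonation. Polyadenylated RNA of whole liver from fed mice was sequenced in 6 WT and 6 Gcg KO libraries. The depth was estimated at 10300000 to 15000000 reads per library, and 15191 to 15564 genes had a value above 0. The 10 most abundant genes held 20.9% to 23.4% of the summed RPKM. Correlations of log2 values between libraries were 0.970 to 0.989 within groups and 0.967 to 0.985 between groups, and 0 pairs of libraries were identical.

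Gcg itself (chromosome 2, 62474530 to 62483653, GRCm38) was listed at 0 RPKM in all 12 liver libraries, WT included, so the targeted gene checked no label in this tissue. Gcgr, which encodes the glucagon receptor, had 92.1 ± 3.16 RPKM in WT and 96.2 ± 4.53 RPKM in Gcg KO (n = 6 each), a log2 fold change of 0.06 ± 0.05 (SE) that did not pass the threshold (adjusted p = 0.618). Xist, which is expressed from the inactive X chromosome of females, was at most 0.0171 RPKM in every library, while the Y-linked Ddx3y lay between 11.3 and 17.8 RPKM.

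Amino acid breakdown and the urea cycle held many of the genes that fell in Gcg KO livers. Gls2, the liver glutaminase, was 4.94-fold lower (173 ± 10.7 RPKM in WT, 35.5 ± 9.30 in Gcg KO), and Oat, ornithine aminotransferase, was 5.16-fold lower (461 ± 41.1 against 90.3 ± 19.6). Cav1, which encodes the membrane protein caveolin-1, rose from 1.08 ± 0.226 to 22.6 ± 8.03 RPKM, 13.9-fold on the log2(RPKM + 0.5) scale (n = 6 per group). In all, 439 of 11347 tested genes passed the threshold, 221 higher and 218 lower in Gcg KO, and 40 rose and 46 fell by at least 2-fold. Without adjustment 1783 genes had p below 0.05. The groups did not overlap for 351 genes (3.09%), where chance gives 0.216%, and 296 of these were among the 439. Without WT 6, Gcg KO 10 and Gcg KO 12, which stood apart from the other libraries, 128 genes were higher and 171 lower, and 100 and 136 of them were shared with the full comparison.

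**Figure D1:**
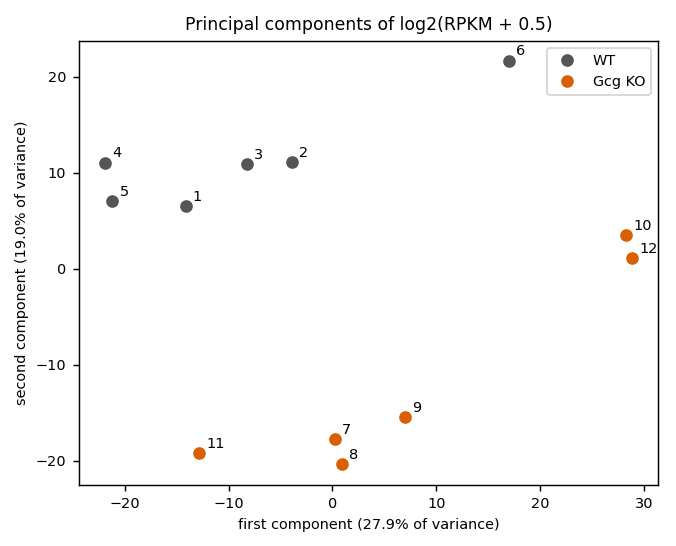
Principal components of log2(RPKM + 0.5) of the 11347 tested genes, 1 point per library, with its number, WT in grey and Gcg KO in orange. The first component (27.9% of the variance) places WT 6, Gcg KO 10 and Gcg KO 12 between 17.0 and 28.8 and the other 9 libraries at 6.99 or lower, and the second (19%) separates the genotypes.

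The first principal component did not separate the genotypes (exact permutation test, p = 0.0866), and the second did (p = 0.00216, the smallest that test can give). Some genes chosen after their values were seen were low in WT 6, Gcg KO 10 and Gcg KO 12. Mt1, a metallothionein, lay between 3.95 and 5.51 RPKM in these 3 libraries and between 9.92 and 748 RPKM in the other 9. Igfbp1, a secreted IGF-binding protein, lay between 6.22 and 14.2 RPKM in these 3 libraries and between 159 and 738 RPKM in the other 9. Pck1, the gluconeogenic enzyme PEPCK, lay between 85.3 and 504 RPKM in the 3 and between 845 and 1444 RPKM in the other 9. Some list means, also chosen after they were seen, were lowest there too. The mean log2 value of the neutrophil list was -0.25 to 0.009 in the 3 and 1.34 to 2.41 in the other 9. That of the acute phase list was 6.13 to 6.20 in the 3 and 6.53 or more in the other 9.

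Periportal genes were lower in Gcg KO livers as a group. Sds, serine dehydratase, fell from 192 ± 49.2 to 43.4 ± 12.6 RPKM (log2 fold change -2.13 ± 0.23 SE). Ass1, argininosuccinate synthetase, fell from 1903 ± 198 to 724 ± 60.8 RPKM (-1.39 ± 0.08), and Mfsd2a, a transporter of lysophosphatidylcholine, fell from 17.7 ± 7.80 to 0.983 ± 0.595 RPKM (-3.55 ± 0.37). Hal, histidine ammonia-lyase, fell from 198 ± 25.2 to 133 ± 26.3 RPKM (adjusted p = 0.0199). Of 34 measured periportal genes, 3 rose, 17 fell and 14 did not pass the threshold; adjusted over the list alone, 5 rose and 22 fell. The 3 that rose were Hsd17b6, a steroid dehydrogenase (79.4 ± 32.2 to 186 ± 52.8 RPKM), Apoa4, an apolipoprotein (35.1 ± 10.2 to 63.1 ± 15.3 RPKM), and Ctsc, the protease cathepsin C (16.2 ± 2.60 to 26.8 ± 5.44 RPKM). Cyp2f2, a cytochrome P450 often used as a periportal marker, had 962 ± 76.8 RPKM in WT and 1030 ± 96.2 in Gcg KO (adjusted p = 0.620). The mean log2 fold change of the list was -0.68 and the median -0.60 (camera adjusted p = 2.3e-18; adjusted p = 0.0040 with an estimated correlation). Hal did not pass without WT 3 (adjusted p = 0.0537) or Gcg KO 9 (adjusted p = 0.0505).

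Pericentral genes moved less: most did not pass the threshold, and of those that did more fell than rose. Oat and Lhpp, a phosphatase whose gene lies close to Oat on chromosome 7, gave the largest changes, and Lhpp fell from 33.5 ± 3.33 to 11.9 ± 1.56 RPKM (n = 6, adjusted p = 7.4e-07). Slc1a2, a glutamate transporter, fell from 32.5 ± 2.62 to 20.9 ± 1.84 RPKM, and Cyp1a2, a drug-metabolising P450, from 389 ± 77.2 to 278 ± 40.0 RPKM (adjusted p = 0.0495). Glul, glutamine synthetase, the enzyme of the innermost pericentral cells, had 347 ± 28.1 RPKM in WT and 445 ± 70.5 in Gcg KO (log2 fold change 0.35 ± 0.10 SE), which missed the threshold over all genes (adjusted p = 0.0722) and passed it adjusted over the list alone. Cyp2e1 was at 3339 ± 396 RPKM in WT and 3338 ± 409 in Gcg KO (adjusted p = 1.0). Of 35 measured pericentral genes, 2 rose, 6 fell and 27 did not pass; adjusted over the list alone, 3 rose and 9 fell. The 2 that rose were Ces1d, a carboxylesterase, and Cyp27a1, the sterol 27-hydroxylase of bile acid synthesis. Over the list the mean log2 fold change was -0.21 and the median -0.17 (camera adjusted p = 3.1e-04), and the call was lost with an estimated correlation (adjusted p = 0.157). Cyp1a2 lost its call under 16 of 24 alternatives, quantile normalization (adjusted p = 0.109) and the fit without the 3 libraries (log2 fold change -0.45 against -0.48, adjusted p = 0.191) among them.

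Targets of Wnt/beta-catenin signalling, the pathway that maintains pericentral expression, were tested as a further list of 18 measured genes. The 3 that fell were Oat, Slc1a2 and Cyp1a2, 0 rose and 15 did not pass; adjusted over the list alone, 2 rose and 4 fell. Axin2 had 1.27 ± 0.427 RPKM in WT and 1.07 ± 0.621 in Gcg KO (adjusted p = 0.729), and Lgr5 had 1.96 ± 0.611 and 1.95 ± 0.700 RPKM (adjusted p = 0.977). Their mean log2 fold change was -0.23 and the median -0.10 (camera adjusted p = 0.0323; adjusted p = 0.502 with an estimated correlation). The call was also lost without the 3 libraries, where the mean was -0.24 and fewer samples were tested (adjusted p = 0.105). There the log2 fold change of Axin2 was -0.47, against -0.23 in the full comparison, and did not pass (adjusted p = 0.190). At a mean RPKM of at least 2 the mean of the Wnt/beta-catenin targets list was -0.35 (adjusted p = 0.0179). Endothelial sources of Wnt ligands had 5 measured genes, of which 0 passed limma in either direction, also adjusted over the list alone or unadjusted (mean 0.15, camera adjusted p = 0.531). Without the 3 libraries the mean of these genes was 0.28 (camera adjusted p = 0.0600). Wnt2, one of them, had 1.38 RPKM in WT and 1.79 in Gcg KO.

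The zonation score, periportal minus pericentral, was 1.32 ± 0.185 in WT and 0.851 ± 0.20 in Gcg KO (n = 6 each), a difference of -0.47 (exact permutation test, p = 0.00649). The periportal score fell from 7.23 ± 0.149 to 6.55 ± 0.112 (exact permutation test, p = 0.00216), with no overlap between the groups. The pericentral score fell from 5.91 ± 0.0527 to 5.70 ± 0.108 (exact permutation test, p = 0.00433). WT 6 had the lowest periportal score of its group, 6.94, and Gcg KO 12 the lowest of all, 6.34. Both are among the 3 libraries that stood apart. Without the 3 libraries the zonation score difference was -0.45 (exact permutation test, p = 0.00794). Without amino acid, urea cycle and gluconeogenesis members it was -0.30 (exact permutation test, p = 0.00866). The size of that difference depended on the 2 periportal genes that fell most. The zonation score difference was -0.10 without Mfsd2a as well (exact permutation test, p = 0.173). It was 0.024 without Mfsd2a and Cyp17a1 (exact permutation test, p = 0.703). Genes that rose were kept, so leaving out the lowest had to raise the difference. Leaving out only Mfsd2a and Cyp17a1 from the full lists gave -0.34 (exact permutation test, p = 0.00649).

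**Figure D2:**
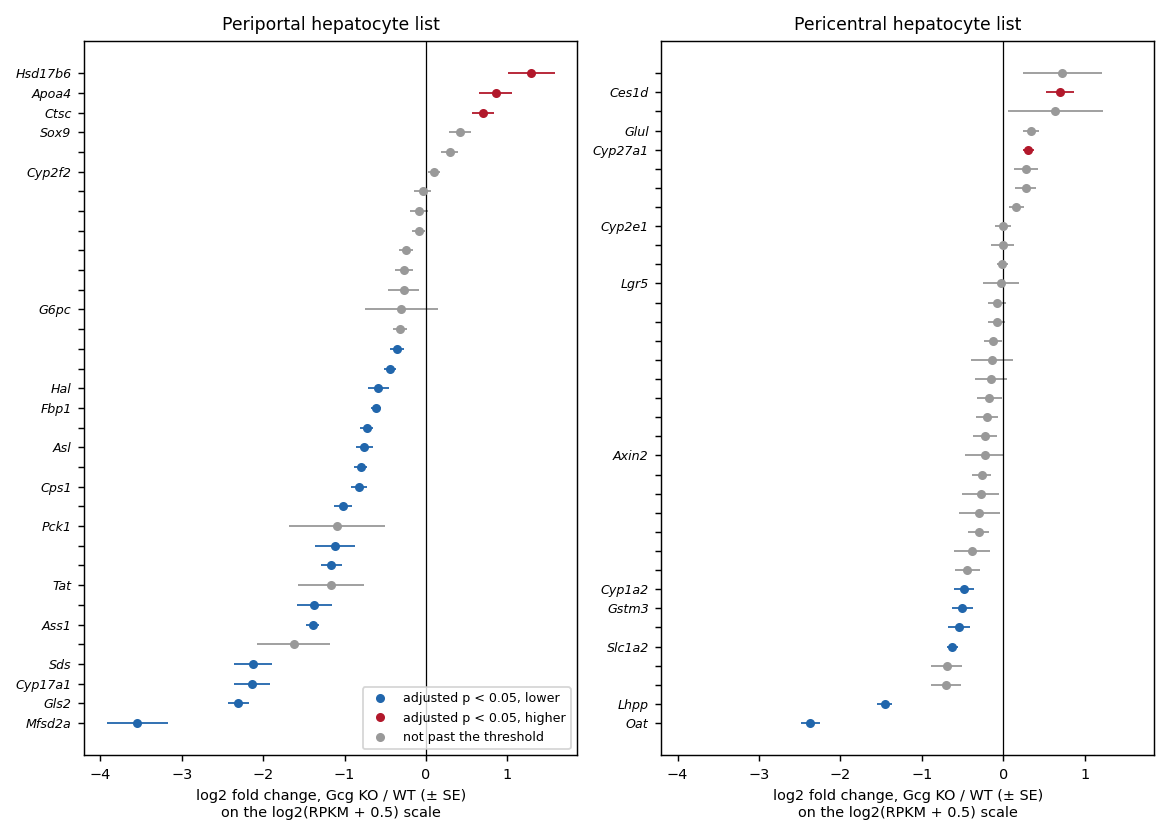
Log2 fold change of each measured gene of the periportal list (left) and the pericentral list (right), Gcg KO over WT, with its standard error as a bar; genes described in the text are labelled. Blue and red points passed the adjusted threshold downwards and upwards, 17 and 3 in the periportal list and 6 and 2 in the pericentral list; grey points did not pass.

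Genes of amino acid catabolism fell together. Got1, the cytosolic aspartate aminotransferase, fell from 169 ± 59.4 to 19 ± 8.11 RPKM (8.60-fold lower, adjusted p = 3.4e-05). Cbs, cystathionine beta-synthase, fell from 233 ± 8.83 to 136 ± 6.12 RPKM (adjusted p = 1.1e-06), and Cth, the next enzyme of transsulfuration, from 312 ± 45.7 to 118 ± 16.9 RPKM. Of 65 measured genes, 28 fell, 1 rose and 36 did not pass; adjusted over the list alone, 42 fell and 1 rose. The 1 that rose was Csad, a decarboxylase of taurine synthesis (59.0 ± 27.8 to 184 ± 52.5 RPKM). The mean log2 fold change was -0.49 and the median -0.26 (camera adjusted p = 1.0e-30; adjusted p = 0.0014 with an estimated correlation). Tat, tyrosine aminotransferase, had 1072 ± 299 RPKM in WT and 537 ± 273 in Gcg KO (adjusted p = 0.155) and was lowest in WT 6, Gcg KO 10 and Gcg KO 12, at 153 to 493 RPKM.

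Amino acid transporters followed the same direction. Slc25a15, the mitochondrial ornithine carrier, fell from 123 ± 23.2 to 66.7 ± 7.28 RPKM, and Slc25a22, a mitochondrial glutamate carrier, from 80.4 ± 14.0 to 38.5 ± 6.85 RPKM. Slc7a2, a carrier of cationic amino acids, fell from 118 ± 34.2 to 41.6 ± 9.82 RPKM, and Slc38a4 from 314 ± 46.6 to 201 ± 10.4 RPKM. Of 26 measured genes, 8 fell, 2 rose (Slc43a2 and Slc6a9) and 16 did not pass; adjusted over the list alone, 10 fell and 3 rose. Across these transporters the mean log2 fold change was -0.36 and the median -0.17 (camera adjusted p = 5.3e-06; adjusted p = 0.0031 with an estimated correlation).

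In the urea cycle, which turns ammonia into urea, 6 of 8 measured genes fell, 0 rose and 2 did not pass, and the counts were the same adjusted over the list alone. Cps1, carbamoyl phosphate synthetase, fell from 1085 ± 115 to 615 ± 78.1 RPKM (adjusted p = 2.2e-04), and Asl from 300.1 ± 40.0 to 177 ± 22.7 RPKM. Otc had 299.7 ± 39.6 RPKM in WT and 284 ± 23.2 in Gcg KO (adjusted p = 0.797). The mean log2 fold change of the list was -0.66 and the median -0.74 (camera adjusted p = 3.8e-13; adjusted p = 0.0014 with an estimated correlation). Ass1 (chromosome 2, 31470270 to 31520670) has a transcribed pseudogene copy, Gm5424, which fell by 1.66 on the log2 scale. How reads were divided between Ass1 and Gm5424 is not given in the sources used here, so both values are uncertain.

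Gluconeogenic genes fell as a list. Fbp1, fructose bisphosphatase, fell from 539 ± 29.4 to 352 ± 24.3 RPKM (adjusted p = 8.7e-05), and Gpt, alanine aminotransferase, from 139 ± 9.26 to 98.2 ± 9.39 RPKM (adjusted p = 0.0013). With Got1 these were the 3 that fell among 15 measured genes, 0 rose and 12 did not pass. Adjusted over the list alone, 9 fell and 1 rose. Got1 and Gpt also belong to the amino acid catabolism list, and Fbp1 does not. For gluconeogenesis the mean log2 fold change was -0.58 and the median -0.30 (camera adjusted p = 8.3e-06; adjusted p = 0.0286 with an estimated correlation). Pck1 had 1113 ± 321 RPKM in WT and 708 ± 460 in Gcg KO (log2 fold change -1.09 ± 0.59 SE, adjusted p = 0.407), and G6pc, glucose-6-phosphatase, had 436 ± 208 and 362 ± 192 RPKM (adjusted p = 0.823). Without the 3 libraries the log2 fold change of Pck1 was -0.32 (adjusted p = 0.215). The score of the gluconeogenesis list was also lowest in WT 6 (6.11), Gcg KO 10 (5.79) and Gcg KO 12 (5.64), against 6.12 or more elsewhere. Without these 3 libraries the list kept its call (mean -0.52, camera adjusted p = 3.5e-04).

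The cAMP/CREB-responsive list, genes induced by the pathway that glucagon signals through, had 25 measured members. Pde4b, a cAMP phosphodiesterase, fell from 6.10 ± 2.41 to 1.23 ± 0.752 RPKM, Sesn1, a sestrin, rose from 3.55 ± 0.466 to 4.92 ± 0.508 RPKM, and 23 did not pass; adjusted over the list alone, 2 fell and 1 rose. The mean log2 fold change was -0.44 and the median -0.24 (camera adjusted p = 0.0093), and the call was lost with an estimated correlation (adjusted p = 0.617). The cAMP/CREB-responsive list also lost its call without WT 4 (adjusted p = 0.0921), WT 5 (0.113), Gcg KO 10 (0.114) or Gcg KO 12 (0.153), and its mean ranged from -0.28 without Gcg KO 12 to -0.66 without WT 6. Its score was lowest in WT 6, Gcg KO 10 and Gcg KO 12, at 2.71 to 2.82 against 3.67 or more in the other 9, and without all 3 the cAMP/CREB-responsive list kept its call (mean -0.30, adjusted p = 0.0118). Ppargc1a, a coactivator of gluconeogenic genes, had 2.74 ± 1.42 RPKM in WT and 1.07 ± 0.611 in Gcg KO (adjusted p = 0.0638). Of the 17 measured components of glucagon signalling, 1 fell (Pde4b), 0 rose and 16 did not pass, also adjusted over the list alone (mean -0.08, camera adjusted p = 0.722).

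**Figure D3:**
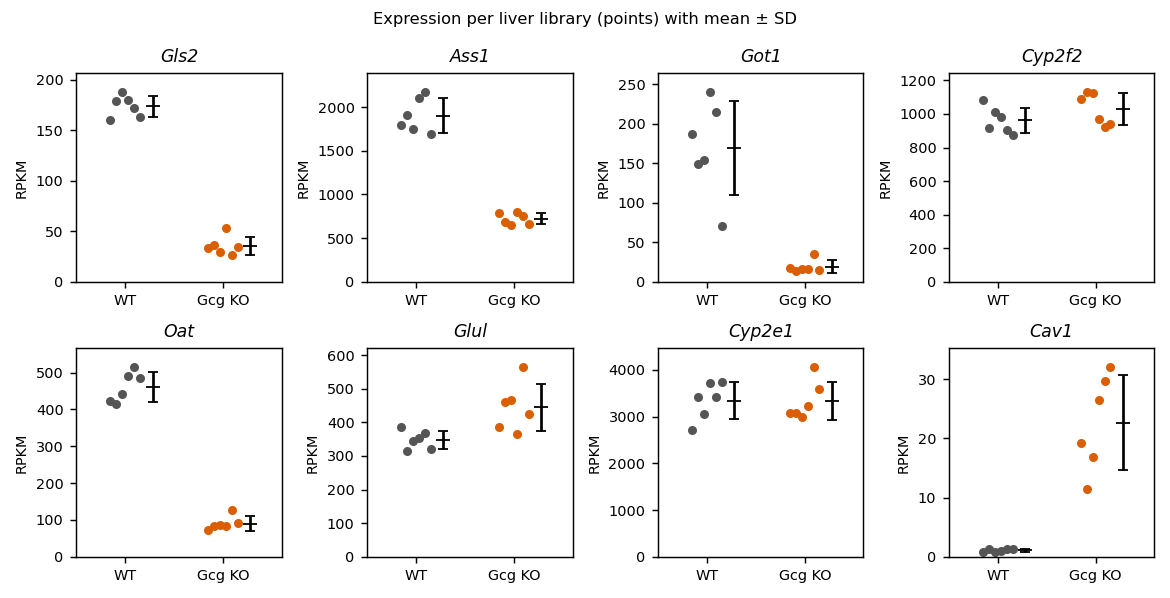
RPKM of 8 named genes in each of the 6 WT (grey) and 6 Gcg KO (orange) libraries, with the group mean and SD as a black bar. Gls2, Ass1, Got1 and Oat are lower and Cav1 higher in every Gcg KO library than in any WT library, while the groups overlap for Cyp2f2, Glul and Cyp2e1.

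Gls2 and Oat gave 2 of the smallest p-values of the comparison (adjusted p = 4.3e-07 and 2.3e-07). Gls2 (Entrez 216456) lies on chromosome 10 from 128194635 to 128210004, and Oat (Entrez 18242) on chromosome 7 from 132557475 to 132576398, in GRCm38. Other large falls were Nnmt, which methylates nicotinamide (96.1 ± 25.8 to 7.10 ± 6.75 RPKM), Zap70, a kinase of T cell receptor signalling (5.47 ± 0.545 to 0.600 ± 0.492 RPKM), and Cyp17a1, a steroid hydroxylase (3.30 ± 1.29 to 0.324 ± 0.136 RPKM). Mmd2 had 3.06 ± 1.16 RPKM in WT and was listed at 0 in 5 of the 6 Gcg KO libraries and at 0.0343 RPKM in Gcg KO 9. In all of these genes the 6 Gcg KO values lay below the 6 WT values.

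On the log2(RPKM + 0.5) scale the largest rise was that of Cav1 (Entrez 12389, chromosome 6, 17306335 to 17341328; log2 fold change 3.80 ± 0.21 SE, adjusted p = 4.3e-07). Fabp5, a fatty acid binding protein, rose from 14.0 ± 6.87 to 84.0 ± 32.0 RPKM (6.01-fold), and Spp1, osteopontin, from 17.8 ± 4.75 to 89.0 ± 79.4 RPKM. The Gcg KO mean of Spp1 was raised by Gcg KO 11, at 246 RPKM. Its log2 fold change ranged from 1.62 to 2.42 over the alternatives, and Spp1 kept its call. Cfd, complement factor D, rose from 0.263 ± 0.218 to 12.1 ± 10.4 RPKM, and Defb1, a beta-defensin, from 0.422 ± 0.323 to 4.02 ± 1.8 RPKM. With a pseudocount of 0.1 the log2 fold change of Cfd (4.78) exceeded that of Cav1 (4.202). Eif4ebp3, a repressor of translation initiation, rose from 24.7 ± 12.6 to 90.6 ± 51.0 RPKM. Ces4a, a carboxylesterase, rose from 1.56 ± 0.398 to 8.07 ± 3.48 RPKM and Cib3, a calcium-binding protein, from 1.53 ± 0.380 to 7.94 ± 4.0 RPKM.

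Fatty acid oxidation genes and PPARa targets, which are induced in fasting, were higher as a list in camera (adjusted p = 2.5e-04), but not with an estimated correlation (0.617) or in fry (0.158), and 35 of 40 measured genes did not pass. Pex11a, a peroxisomal membrane protein, rose from 25.7 ± 5.01 to 49.3 ± 9.52 RPKM (adjusted p = 0.0028), Slc27a2, a fatty acid transporter, from 445 ± 39.8 to 573 ± 18.8 RPKM, and Ucp2, a mitochondrial carrier, from 10.8 ± 1.59 to 23.8 ± 8.20 RPKM. With Cidec, a lipid droplet protein, and Vnn1, a pantetheinase, these were the 5 that rose, and 0 fell; adjusted over the list alone, 6 rose and 0 fell. The mean log2 fold change was 0.34 and the median 0.20. In ketogenesis 0 of 7 passed over all genes in limma, 3 had an unadjusted p below 0.05, and 2 rose and 1 fell adjusted over the list alone (mean 0.13, camera adjusted p = 0.558). Oxidative phosphorylation had a mean of -0.10 and a median of -0.09 over 28 genes (camera adjusted p = 2.5e-04; adjusted p = 0.617 with an estimated correlation), with 1 fall, 0 rises and 27 that did not pass, also adjusted over the list alone, and the mean was -0.14 without the 3 libraries. The 1 that fell was Cox7a2, a subunit of cytochrome oxidase (155 ± 19.3 to 122 ± 8.70 RPKM), whose log2 fold change was -0.34 and, without the 3 libraries, -0.37, which did not pass with fewer samples (adjusted p = 0.0765).

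Enzymes of glucose use and storage gave single rises. Slc2a2, the liver glucose transporter, rose from 76.6 ± 10.3 to 111 ± 9.23 RPKM and Pklr, pyruvate kinase, from 47.0 ± 11.4 to 80.0 ± 20.7 RPKM, the 2 that rose of 18 glycolysis and glucose uptake genes, while 0 fell; adjusted over the list alone, 4 rose and 2 fell (mean 0.16, camera adjusted p = 0.448). Gbe1, the glycogen branching enzyme, rose from 28.8 ± 3.87 to 50.2 ± 4.37 RPKM, 1 of the 2 that rose of 14 glycogen genes, with 0 falls; adjusted over the list alone, 4 rose and 0 fell (mean 0.03, camera adjusted p = 0.0954). In fatty acid synthesis, Me1, malic enzyme, and Acaca, acetyl-CoA carboxylase, rose, and the desaturases Fads1 and Fads2 fell, of 18; adjusted over the list alone, 3 rose and 3 fell (mean 0.15, camera adjusted p = 0.728). Cholesterol synthesis had 0 of 24 past the threshold in limma, also adjusted over the list alone, and 1 at an unadjusted p below 0.05 (mean -0.02, camera adjusted p = 0.400). In bile acid synthesis and transport, Cyp27a1 and the carrier Slco1a1 rose and 0 fell of 20; adjusted over the list alone, 4 rose and 1 fell (mean 0.10, camera adjusted p = 0.311), and the list passed after quantile normalization (adjusted p = 0.0357).

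Markers of other cell types were measured in the same libraries. Lyve1, a receptor of sinusoidal and lymphatic endothelium, rose from 3.01 ± 0.895 to 6.06 ± 1.81 RPKM, and Flt4, an endothelial growth factor receptor, from 4.83 ± 0.404 to 6.31 ± 0.794 RPKM. These were the 2 that rose of 15 liver endothelial genes, 0 fell and 13 did not pass, also adjusted over the list alone (mean 0.20, median 0.19, camera adjusted p = 0.0040; adjusted p = 0.617 with an estimated correlation). Without the 3 libraries the endothelial list (mean 0.11, adjusted p = 0.0656) and Flt4 (log2 fold change 0.27 against 0.35, adjusted p = 0.133) did not pass. Of 5 cholangiocyte genes, Spp1 rose, 0 fell and 4 did not pass; adjusted over the list alone, 3 rose, Sox9 and Anxa4 among them (mean 0.52, median 0.33, camera adjusted p = 0.0398; adjusted p = 0.157 with an estimated correlation). The mean of the cholangiocyte list was 0.26 without the filter (adjusted p = 0.124) and 0.79 at a mean RPKM of at least 2 (adjusted p = 0.0310). Of 8 adipocyte genes 3 were measured, and of these Cfd and Adrb3, a beta-adrenergic receptor (2.54 ± 0.450 to 5.37 ± 1.09 RPKM), rose, also adjusted over the list alone, and 0 fell (mean 1.62, median 0.94, camera adjusted p = 1.8e-04; adjusted p = 0.0286 with an estimated correlation). That mean is mostly Cfd (log2 fold change 3.63), and without the low-value filter the mean of the adipocyte list was 0.75 (adjusted p = 0.0335). The third, Fabp4, had 9.23 ± 2.05 RPKM in WT and 11.4 ± 2.15 in Gcg KO (adjusted p = 0.350). Adipoq, adiponectin, was at 0.0635 ± 0.0611 RPKM in WT and 0.0231 ± 0.0362 in Gcg KO.

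The remaining cell type lists did not pass camera. Kupffer cell and macrophage genes had 0 of 15 past the threshold (mean 0.11, adjusted p = 0.434), T, B and NK cell genes 0 of 3 (mean 0.15, adjusted p = 0.546) and neutrophil genes 0 of 6 (mean -0.35, adjusted p = 0.467), all also adjusted over the list alone and with 0 at an unadjusted p below 0.05 in limma. Over the alternatives the Kupffer cell and macrophage mean ranged from 0.012 to 0.17 and the neutrophil mean from -0.71 to 0.0056, without a call. Rgs5, a pericyte marker, rose from 6.43 ± 0.365 to 8.42 ± 0.514 RPKM, the 1 of 15 stellate cell and fibroblast genes to pass (mean 0.12, adjusted p = 0.155), and Hbb-bs, a beta-globin, fell from 6.90 ± 1.48 to 4.6 ± 0.246 RPKM, the 1 of 6 erythroid genes (mean -0.18, adjusted p = 0.205); adjusted over the list alone both counts were the same. The pancreatic acinar and the skeletal muscle and diaphragm lists had 1 measured member each and were not tested as lists. The first was Cela1, an elastase (21.3 ± 2.72 to 14.1 ± 3.08 RPKM, adjusted p = 0.0179), a gene whose family has pancreatic and non-pancreatic members, and the second was Mylpf, a myosin light chain (log2 fold change 0.19), which did not pass.

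**Figure D4:**
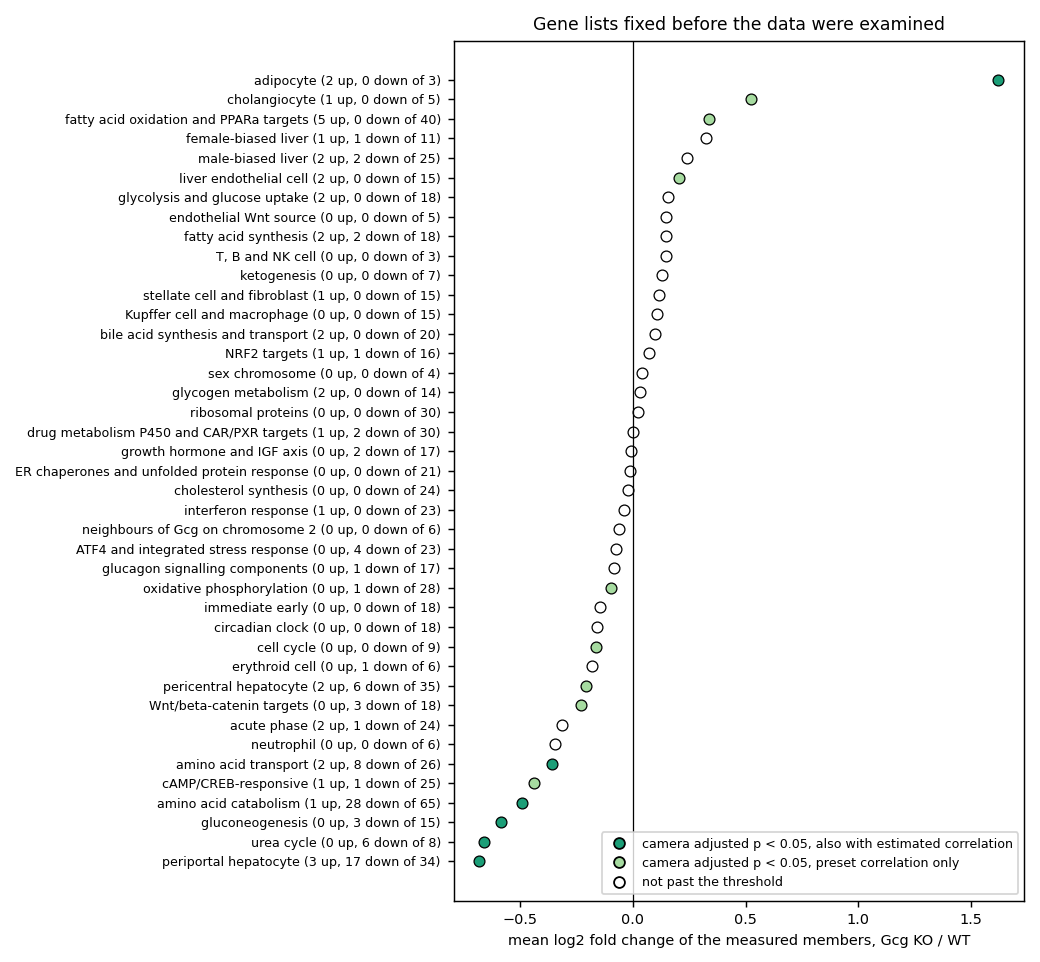
Mean log2 fold change (Gcg KO over WT) of the measured members of the 41 tested gene lists, with the number of members up and down in brackets. Filled points passed camera (14 lists), and the 6 dark ones (periportal, urea cycle, gluconeogenesis, amino acid catabolism, amino acid transport and adipocyte) also passed with an estimated correlation.

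Of the 41 tested lists, 14 passed camera and 6 of these held with an estimated correlation: periportal, amino acid catabolism, amino acid transport, urea cycle, gluconeogenesis and adipocyte. In fry 5 of the 14 lost their call: the cAMP/CREB-responsive list (adjusted p = 0.355), the fatty acid oxidation list (0.158), the oxidative phosphorylation list (0.198), the liver endothelial list (0.212) and the cell cycle list (0.158). Cell cycle passed with the preset correlation (mean -0.16, median -0.15, adjusted p = 0.0226; adjusted p = 0.502 with an estimated correlation), although 0 of its 9 measured genes passed alone in limma, also adjusted over the list alone, and 1 had an unadjusted p below 0.05. Growth and stress lists did not pass. In the ATF4 and integrated stress response, Asns, asparagine synthetase (3.61 ± 2.66 to 0.515 ± 0.346 RPKM), Cth, Atf5 and Aars fell and 0 rose of 23; adjusted over the list alone, 5 fell and 3 rose, and the mean (-0.07) and median (0.01) differed in sign (camera downwards, adjusted p = 0.223). ER chaperones had 0 of 21 in limma, also adjusted over the list alone or unadjusted (mean -0.01, camera adjusted p = 0.628), and turned upwards without the 3 libraries (mean 0.16, adjusted p = 0.0274). Irs1 and Igfbp4 fell and 0 rose of 17 genes of growth hormone and the IGF axis, with 3 falls adjusted over the list alone (mean -0.01, adjusted p = 0.205).

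In the NRF2 targets Me1 rose and the glutathione transferase Gstm3 fell of 16; adjusted over the list alone, 2 rose and 3 fell (mean 0.07, camera adjusted p = 0.934). Among 30 drug metabolism genes Cyp2c38 rose and Gstm3 and Cyp1a2 fell; adjusted over the list alone, 3 rose and 3 fell, and the mean was within 0.01 of 0 with a median of -0.08 (adjusted p = 0.531). In the acute phase list Orm3 and Cp rose and Orm2 fell of 24; adjusted over the list alone, 3 rose and 1 fell (mean -0.32, adjusted p = 0.525). The mean of the acute phase list ranged from -0.48 to -0.14 over the alternatives. Iigp1, an interferon-induced GTPase, rose from 71.8 ± 9.57 to 111 ± 17.1 RPKM, the 1 of 23 interferon genes to pass, also adjusted over the list alone (mean -0.04, adjusted p = 0.628). Immediate early genes had 0 of 18 (mean -0.15, adjusted p = 0.647) and circadian clock genes 0 of 18 (mean -0.16, adjusted p = 0.247), both also adjusted over the list alone and each with 1 at an unadjusted p below 0.05 in limma.

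Among 25 male-biased liver genes Mup20, which shares sequence with other major urinary protein genes, and Slco1a1 rose and Elovl3 and Susd4 fell; adjusted over the list alone, 4 rose and 3 fell (mean 0.24, camera adjusted p = 0.338). That list passed without the 3 libraries (mean 0.35, adjusted p = 0.0058). Among 11 female-biased genes Rtn4 rose and Cyp17a1 fell, also adjusted over the list alone (mean 0.32, adjusted p = 0.531). Sex chromosome genes had 0 of 4, and the mean (0.04) and median (-0.01) differed in sign (adjusted p = 0.818). Ribosomal proteins had 0 of 30, and camera pointed downwards while the mean was 0.02 and the median 0.01 (adjusted p = 0.934); after quantile normalization the list passed upwards (mean 0.09, adjusted p = 0.0016). Genes next to Gcg on chromosome 2 had 0 of 6 past the threshold (mean -0.06, adjusted p = 0.395). Adjusted over the list alone, these last 3 lists also had 0 in limma, and 1 sex chromosome gene and 0 of the others had an unadjusted p below 0.05.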

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

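The tests of the Adipoq level, of the first principal component and of its gene markers, the means without Mfsd2a, Cyp17a1 or Lhpp, and the demand that a mean pass its bound by more than its SE were chosen after the results they bear on had been seen; those of shared list members, of the fits without 3 libraries and of other splits were written before their results were seen.

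A gap between the highest or lowest library and the rest was tested in 96 groups of 6 values, 10 exceeded the limit of Dixon's test, and chance gives 4.8. WT 6 was lowest of its group for Sds (95.9 RPKM, next 187), Pck1 (504 RPKM, next 1083), the periportal score (6.94, next 7.21) and the zonation score (0.963, next 1.33). Gcg KO 12 was lowest for the periportal score (6.34, next 6.55). Gcg KO 11 was highest for Got1 (35.3 RPKM, next 17.6) and Pde4b (2.74 RPKM, next 1.18). Hal was lowest in WT 1 (149.9 RPKM, next 197), Lyve1 was highest in Gcg KO 10 (9.68 RPKM, next 5.82), and Mmd2 was above 0 only in Gcg KO 9 (0.0343 RPKM) among the Gcg KO libraries.

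WT 6, Gcg KO 10 and Gcg KO 12 stood apart on the first principal component. Genotype as the whole cause is argued against because the 3 libraries come from both genotypes and the other 4 Gcg KO libraries lie at 6.99 or lower; the exact permutation p of the component was 0.0866, which does not show that the groups were alike. Acute stress or handling before collection stays open: immediate early genes such as Fos and Egr1 were below all of the other 9 in 3 of 3 libraries, but the hypothesis came from such low values, so they do not support it. Mt1 was at 3.95 to 5.51 RPKM against 9.92 to 748. The mean log2 value of the neutrophil list was -0.25 to 0.009 against 1.34 to 2.41, and the cause was not tested. The labels give no time or order of collection, so a batch of that kind was not tested.

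The zonation lists were lower in Gcg KO in camera, the pericentral list only until its correlation was estimated (adjusted p = 0.157), and members of both also belong to amino acid metabolism. Whether that overlap is the whole cause of the periportal fall stays open. Outside the amino acid, urea cycle and gluconeogenesis lists there were 17 periportal genes. Their mean log2 fold change was -0.42 (exact permutation p = 0.00216). Of the 17, 4 were called lower and 3 higher, and the median was -0.09. Without Mfsd2a and Cyp17a1, which fell most, the mean was -0.098 (exact permutation p = 0.0736). Only the lowest genes were left out and those that rose were kept, so the mean had to increase. So Mfsd2a, Cyp17a1, Aldh1b1 (log2 fold change -1.37) and Etnppl (-1.12) fell outside the overlap, but a fall of periportal genes in general is not shown outside those lists. For the pericentral list the overlap stays open: the 32 genes outside the amino acid lists had a mean of -0.12 (SE 0.0507, exact permutation p = 0.0368), with 4 called lower and 2 higher, and without Lhpp one of -0.079 (exact permutation p = 0.158). Members shared with the periportal list are not the whole of the fall in amino acid catabolism. The 54 members outside that list also fell (mean -0.39, exact permutation p = 0.00216). Their zone was not tested and some may be periportal, so periportal position as the cause stays open. The 3 libraries are not the whole cause of the periportal fall, since the periportal mean without them was -0.69 (camera adjusted p = 3.2e-16). A response of amino acid genes to the loss of Gcg and a change in zonation may both contribute, and whole-liver RNA cannot place a transcript in a zone. The knockout removes the gene for the whole precursor, so an effect of glucagon alone was not tested.

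Cfd rose with the adipocyte list. Adipocytes in the Gcg KO samples are argued against as its source: Adipoq, an abundant adipocyte transcript, was at 0.190% of the Cfd level there and was no higher than in WT. The 3 libraries are argued against too, since without them the log2 fold change of Cfd was 3.20 (limma adjusted p = 0.0055). Expression of Cfd by liver cells of mice that lack Gcg is a hypothesis that stays open, and the cell type was not tested.

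Chance as the source of the number of called genes can be excluded at this resolution. Of 100 of the 462 possible splits of the 12 libraries into groups of 6, 1 (the real one) gave 221 or more genes called higher, and 1 gave 218 or more called lower; the highest other split gave 98 in 1 direction. That split differed from the real one only by an exchange of WT 6 and Gcg KO 11.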

How the results depend on the processing

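The fits without 3 libraries (WT 6, Gcg KO 10 and Gcg KO 12), the covariate and the zonation scores without amino acid members, Mfsd2a or Cyp17a1 were chosen after the results were seen.

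The fall of the zonation score lost its call without amino acid, urea cycle and gluconeogenesis members when Mfsd2a was left out too (-0.10, exact permutation p = 0.173), or Mfsd2a and Cyp17a1 (0.024, p = 0.703). It passed otherwise, from -0.30 to -0.54. The periportal list kept its call in all 22 alternatives (mean -0.74 to -0.64, adjusted p up to 0.0040), and so did amino acid catabolism, amino acid transport, urea cycle, gluconeogenesis and adipocyte. The pericentral hepatocyte list (-0.21) lost its call only with an estimated correlation (adjusted p = 0.157), which widens the test. Genes higher and lower in Gcg KO numbered 98 and 102 with a fold of at least 1.5, and 80 and 103 at an adjusted p below 0.01, both subsets. Without the 3 libraries 128 were higher, with fewer samples tested, and with the first within-group component as a covariate 370 were higher, which included all 221. No called gene changed sign under any alternative. Leaving out 1 library gave 136 to 261 genes higher and 141 to 210 lower. WT 3 (136 higher, 141 lower without it) and Gcg KO 9 (142 higher) moved a count by over 1.5 times. In the shallowest library 0.5 RPKM rests on 10.3 reads for a 2 kb transcript, which limits weakly expressed genes.

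Some called lists lost their call. In fry the cAMP/CREB-responsive (adjusted p = 0.355), fatty acid oxidation (0.158), oxidative phosphorylation (0.198), liver endothelial (0.212) and cell cycle (0.158) lists lost theirs. The Wnt/beta-catenin targets list did so with trimmed-mean scaling (adjusted p = 0.0660), quantile normalization (0.0784), and without WT 4 (0.0650), WT 5 (0.0575), WT 6 (0.0679), Gcg KO 7 (0.101) or Gcg KO 10 (0.0682), the oxidative phosphorylation list with quantile normalization (0.108), the cell cycle list without the filter (0.691) and at a mean RPKM of at least 2 (0.204), and the cholangiocyte list without the filter (0.124). The cholangiocyte list also did so without WT 1 (0.0792), WT 2 (0.0510), WT 6 (0.0708), Gcg KO 7 (0.0565) or Gcg KO 9 (0.0859), and the cell cycle list without WT 5 (0.0571) or Gcg KO 11 (0.104). Among named genes, Cyp1a2 lost its call under 16 of 24 alternatives (adjusted p 0.0214 to 0.191), Cox7a2 under 13 (0.0156 to 0.0889), Flt4 under 10 (0.0195 to 0.133) and Hal under 2. Glul passed with quantile normalization (0.0138), library weights (0.0303), the covariate (0.0204) and without Gcg KO 10 (0.0410), and Ppargc1a with the covariate (0.0485) and without WT 6 (0.0279) or Gcg KO 7 (0.0244). Lists that passed only without 1 library were the stellate cell and fibroblast list (WT 4, 0.0481; Gcg KO 8, 0.0335), the circadian clock list (WT 6, 0.0383), the immediate early list (WT 6, 0.0313), the acute phase list (Gcg KO 7, 0.0487), the cholesterol synthesis list (Gcg KO 11, 0.0286) and the growth hormone and IGF axis list (Gcg KO 11, 0.0286). The ATF4 and integrated stress response list passed without Gcg KO 8 (0.0335) or Gcg KO 11 (0.0467) and at a mean RPKM of at least 2 (0.0295), the glycogen metabolism list without Gcg KO 12 (0.0241), without the filter (0.0349) and in fry (0.0271), and the female-biased liver list at a mean RPKM of at least 2 (0.0160). At that filter the mean of the female-biased list was 1.09, against 0.32 in the full comparison.

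Values that changed sign were not called except where a p is given, and the cause was not tested. Cyp2e1 was at -0.0202 with trimmed-mean scaling and -0.0228 with library weights. The drug metabolism list was at 0.0323 with quantile normalization, 0.00063 divided by the RPKM sum and 0.0074 at a mean RPKM of at least 2. The ER chaperones list was at 0.0164 with quantile normalization, the T, B and NK cell list at -0.0098 without the filter and the ketogenesis list at -0.0270 at a mean RPKM of at least 2. Without the 3 libraries Lgr5 was at 0.00012, the ATF4 list at 0.0407, the ER chaperones list at 0.156 (adjusted p = 0.0274), the growth hormone list at 0.0061, the immediate early list at 0.0995, the ribosomal proteins list at -0.0092 and the neutrophil list at 0.0056.

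With 1 library left out, Cyp2e1 ranged from -0.0587 to 0.0341, Lgr5 from -0.130 to 0.152, the glycogen metabolism list from -0.0098 to 0.0744 and the cholesterol synthesis list from -0.0901 to 0.0574. The drug list ranged from -0.0434 to 0.0767, the NRF2 targets list from -0.0155 to 0.161, the ATF4 and integrated stress response list from -0.176 to 0.0118 and the ER chaperones and unfolded protein response list from -0.105 to 0.0804. The sex chromosome list ranged from -0.0182 to 0.0666, the growth hormone list from -0.112 to 0.0806, the interferon response list from -0.131 to 0.0318, the immediate early list from -0.470 to 0.0969 and the ribosomal proteins list from -0.0147 to 0.0682.

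No paired analysis was possible because the library numbers 1 to 6 of WT and 7 to 12 of Gcg KO are not shared.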

Other observations

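The genes and chromosomes below, and the test of genes around Gcg, were chosen after their values had been seen.

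Mup20 and Cp belong to lists of the report. Mup20, a major urinary protein that acts as a male scent signal, rose from 5928 ± 1104 to 15551 ± 4652 RPKM in Gcg KO (n = 6 per group, limma adjusted p = 8.1e-04), with the division of reads among its close copies unknown, and Cp, ceruloplasmin, rose from 311 ± 39.3 to 486 ± 49.3 RPKM. Genes outside the lists also moved. Meg3 and Rian, noncoding RNAs of 1 imprinted region on chromosome 12, fell from 4.01 ± 1.94 to 0.462 ± 0.226 RPKM and from 1.13 ± 0.618 to 0.106 ± 0.0846 RPKM. Cav2, the gene next to Cav1 whose product binds caveolin-1, rose from 0.790 ± 0.202 to 1.94 ± 0.354 RPKM. Sdc1, a heparan sulfate proteoglycan that takes up remnant lipoproteins, fell from 74.2 ± 2.70 to 36.9 ± 5.22 RPKM. The complement gene C1s1 rose from 159 ± 8.46 to 230.1 ± 8.52 RPKM.

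Acmsd, which diverts tryptophan breakdown from NAD synthesis, fell from 10.7 ± 2.96 to 3.05 ± 0.545 RPKM (n = 6, limma adjusted p = 6.1e-05), and Nampt, the enzyme of NAD salvage, rose from 7.47 ± 0.578 to 11.3 ± 1.77 RPKM (limma adjusted p = 0.0049). Of the amino acid catabolism list, Mat1a, methionine adenosyltransferase, fell from 677 ± 105 to 342 ± 56.7 RPKM and Gnmt, glycine N-methyltransferase, from 1064 ± 56.4 to 579 ± 56.2 RPKM. Cidea, a lipid droplet protein, was below the filter and was not tested, with 0.0219 ± 0.0343 RPKM in WT and 0.352 ± 0.398 in Gcg KO.

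Called genes were not spread evenly over the 22 chromosomes tested. Chromosome 6 held 36 where 21.5 were expected, and X held 3 where 12.3 were expected (Fisher's exact test, adjusted p = 0.0305 for each). Strain-derived sequence around the targeted gene was tested as a source of an excess of calls. Within 20 Mb of Gcg, 3 of 92 tested genes were called where 3.56 were expected (one-sided Fisher's exact test, p = 0.697), so no excess was seen. A count cannot tell whether such sequence caused any of these 3 calls.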
